A study of Mus musculus with 2 samples.

How the data were processed

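The material was whole brain from control mice of a spinal muscular atrophy strain, heterozygous for the mouse Smn gene and carrying the human SMN2 transgene, taken at postnatal day 5. RiboLace is a pull-down in which beads carrying a puromycin analogue capture ribosomes that are engaged in translation. According to the labels' protocols, brain lysates were digested with a footprinting nuclease, incubated with the beads, and the RNA fragments left on the captured ribosomes were size selected at 25 to 35 nucleotides, ligated, reverse transcribed, circularised, amplified by PCR and sequenced. The labels give 2 biological replicates of 1 group and no other condition. The sequencing or library batch of each replicate is not given in the labels.

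The authors deposited 1 table with a whole-number count of footprints per transcript and replicate, not normalised, for 109463 mouse transcripts of 45578 genes under Ensembl identifiers, together with the length of each transcript, its coding sequence and its untranslated regions. The aligner, the counting tool, the genome build, the annotation release and any filter on ribosomal RNA are not stated in the labels or the file header, so no genomic coordinates are given here. The 2 count columns were matched to the replicates by the replicate number and the words for control and RiboLace in their names. The column names also hold the word early, which the labels lack, so the match does not rest on it. The table holds no column of another sample. It gives lengths of transcript regions but no counts per region, reading frame or fragment length, so the planned distribution of footprints over regions and positions was not run.

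Isoforms of a gene carried nearly the same counts, as did near-identical genes and processed pseudogenes (the tubulin and actin families, for example). A fragment was therefore taken to be counted once for every transcript that it matched, and the sum of a column is not the number of reads. A gene was represented by its transcript with the highest count summed over the replicates, the longer one in a tie. This rule, and the alternatives of summing the isoforms or taking the isoform with the longest coding sequence, were chosen after the table was seen. The table totals were 729027 counts in replicate 1 and 225075 in replicate 2, and the gene totals 343552 and 120282. Table totals were 2.12 and 1.87 times the gene totals. Counts of paralogs and pseudogenes still share fragments at the gene level. A gene was classed as protein coding if any of its transcripts was, and otherwise by the biotype of its representative transcript. Short non-coding classes were snRNA, snoRNA, scaRNA, miRNA, misc_RNA, ribozyme, rRNA and the mitochondrial rRNAs and tRNAs. Long non-coding classes included lincRNA, antisense, sense intronic, retained intron, TEC and processed transcripts. The classes were grouped in this way after the table was seen. Symbols are those of the table. Of the gene identifiers, 45057 were in the name table and 41633 had the same symbol there. Of 188 genes in 13 preset lists, 186 were matched.

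Abundances in CPM were computed from the gene counts and the effective library sizes given by edgeR 4.0.16 with TMM normalisation, over genes with a mean of at least 10 counts. The TMM factors were 1.07 and 0.931, so 1 count was worth 2.71 CPM in replicate 1 and 8.93 CPM in replicate 2. The correlation was taken across genes on log2(CPM + 1), with a 95% interval from 2000 bootstrap draws of genes. It was set against 100 pairs of libraries simulated with counting noise alone from the pooled profile. The log2 ratio of a gene is replicate 2 over replicate 1 on the log2(CPM + 1) scale, which understates changes of low genes; its standard error covers counting error only. The biological coefficient of variation was the square root of edgeR's common dispersion with an intercept as the only term, with an interval from 100 bootstrap draws of genes. A 2-sided exact binomial test per gene, with Benjamini-Hochberg adjustment at 0.05, compared the reads of the 2 libraries. It compares these libraries, not conditions. Shares of counts carry 95% Wilson intervals, and a count of 0 allows up to 3 counts of the total. These intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules and because fragments were counted repeatedly. The median log2 ratio of each list with at least 5 genes past the count filter was placed among 10000 random lists matched on abundance in 20 bins.

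The footprint density in untranslated regions relative to the coding sequence was estimated, as a measure added after the table was seen, from pairs of isoforms of a gene with equal coding length that differed by at least 100 nucleotides in 1 untranslated region, with at least 20 counts on the shorter isoform. The extra count of the longer isoform was divided by the count that the extra length would hold at the coding density of the same gene, with 2000 bootstrap draws of genes. The tests, the gene lists and the rule for named genes were fixed before the data were examined, except where stated above. The rule names the 5 genes with the highest mean CPM; the 3 highest and 3 lowest log2 ratios among genes past the binomial threshold with at least 100 counts in sum; the most abundant member of each list; and all members of the sex-linked and targeted-locus lists. Not every gene that the rule gives is named. Other genes named were chosen after their values were seen, and the text says so.

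The procedures were tested on simulated libraries with the real abundances and totals. In libraries with counting noise alone, 186 tested genes were changed 3-fold, up or down in replicate 2. Of these, 51.6% were called, 100% of them in the right direction, and 2.04% of the calls were false. This setting leaves out the spread beyond counting noise in the real libraries, so 2.04% is not their share of false calls. In separate libraries without changed genes, a coefficient of variation of 0.2 was estimated as 0.205. Relative densities of 20% and 10% in untranslated regions came back as 19.0% and 8.86%. Alternatives were library totals or DESeq2 1.42.0 size factors in place of TMM, other count filters and pseudocounts, leaving out abundant or mitochondrial genes, an edgeR exact test with a preset biological coefficient of variation of 0.2, thinning of the deeper library, leaving out each replicate, and the gene-level rules above. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.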

Results

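Active ribosome profiling with RiboLace was carried out on brain from control mice at postnatal day 5, in 2 biological replicates of 1 group. With no second condition, the comparison that the design allows is between the replicates: what the ribosome-protected fragments map to in each library, and how closely the libraries agree. Replicate 1 held 343552 counts at the gene level, 2.86 times the 120282 counts of replicate 2. A count was seen for 19570 genes in replicate 1 and for 15877 genes in replicate 2. A mean of at least 10 counts over both libraries was reached by 5436 genes, of which 4392 were protein coding. This number depended most on the threshold, since 14467 genes had at least 1 count in each library. At the depth of each library alone, 7732 genes reached 10 counts in replicate 1 and 2752 in replicate 2. The 100 most abundant genes held 14.8% of the counts in replicate 1 (95% Wilson interval 14.73 to 14.96) and 18.6% in replicate 2 (18.4 to 18.8).

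Protein-coding genes held 81.4% of gene counts in replicate 1 (95% Wilson interval 81.2 to 81.5) and 73.1% in replicate 2 (72.8 to 73.3), or 77.2% ± 5.84 (SD, n = 2). Pseudogenes held 14.1% (13.96 to 14.19) and 11.4% (11.2 to 11.6). Most of these were processed pseudogenes, whose counts are uncertain because they share fragments with their parent genes. Short non-coding RNAs rose from 3.32% of counts (3.26 to 3.38) in replicate 1 to 13.7% (13.5 to 13.9) in replicate 2, a 4.12-fold difference whose intervals did not overlap, and a mean of 8.49% ± 7.32 (SD, n = 2). Summing the isoforms of each gene moved the log2 ratio of these shares from 2.04 to 2.22. Long non-coding RNAs held 1.07% (1.04 to 1.11) and 1.69% (1.62 to 1.76).

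**Figure D1:**
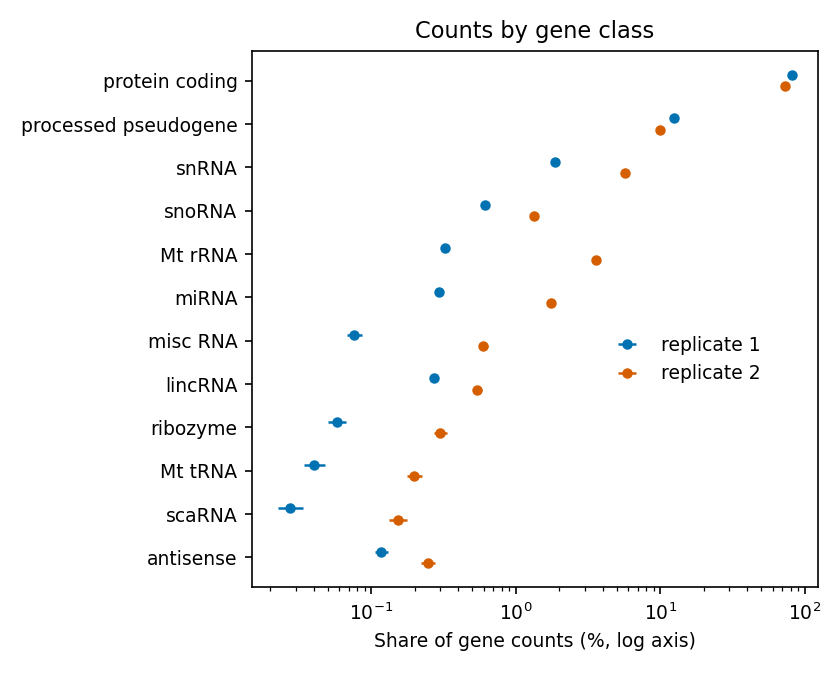
Share of gene-level counts (%, log axis) held by 12 of the gene classes in each library, with 95% Wilson intervals that cover counting error only (1 point per replicate). The short non-coding classes and the lincRNA and antisense classes lie higher in replicate 2, while protein-coding genes and processed pseudogenes lie lower.

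Within the short non-coding RNAs, the 2 mitochondrial ribosomal RNAs held 0.323% of counts in replicate 1 (95% Wilson interval 0.304 to 0.342) and 3.61% in replicate 2 (3.50 to 3.71), an 11.2-fold difference. The small nuclear RNAs held 1.88% (1.84 to 1.93) and 5.68% (5.55 to 5.81). MicroRNA genes held 0.295% (0.278 to 0.314) and 1.75% (1.68 to 1.83). Small nucleolar RNAs differed least of these classes, at 0.613% (0.587 to 0.640) and 1.33% (1.27 to 1.40). Annotated nuclear-encoded rRNA genes had 1 count in replicate 1 and 52 in replicate 2, or 0.00029% (5.14e-05 to 0.0016) and 0.043% (0.033 to 0.057), with intervals that did not overlap.

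Gene abundances in the 2 libraries correlated with a Pearson r of 0.753 (95% interval over genes 0.732 to 0.773) and a Spearman rho of 0.703 (0.686 to 0.718) on log2(CPM + 1) across 5436 genes, which are not independent replicates. Without the count filter r was 0.677, the lowest value among the alternatives. Libraries simulated with counting noise alone gave a median r of 0.855, with 100 draws between 0.842 and 0.864, a reference that leaves out any difference between animals or preparations. For the 4392 protein-coding genes r was 0.834 (0.817 to 0.850), against 0.844 to 0.867 in the draws. For the 262 short non-coding genes r was 0.716 (0.623 to 0.789). The 53 long non-coding genes gave an r of 0.252, with an interval from -0.0619 to 0.538 that includes 0.

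**Figure D2:**
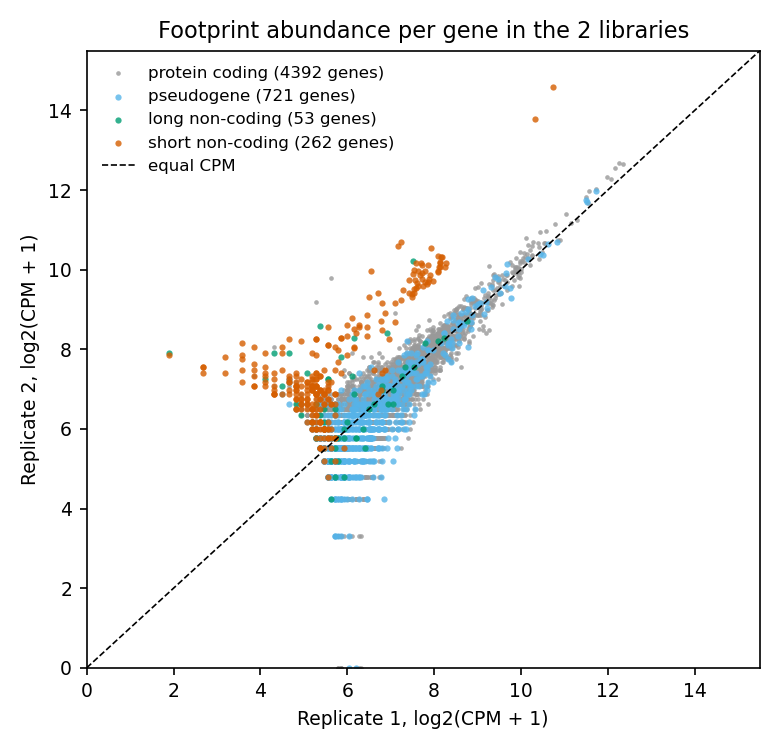
Log2(CPM + 1) of each gene with a mean of at least 10 counts in replicate 1 (x axis) and replicate 2 (y axis), coloured by gene class, with the line of equal CPM dashed; 8 genes of other classes are left out. Protein-coding genes and pseudogenes spread around the line, while most short non-coding genes lie above it.

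The biological coefficient of variation, which here holds the spread between the libraries beyond counting noise from animals and preparation together, was 0.276 over all genes past the filter (95% interval over genes 0.257 to 0.290). Over protein-coding genes, normalised on these alone, it was 0.114. The chi-square of the protein-coding counts against counting noise alone was 1.30 per degree of freedom. The mean chi-square was 1.13 for the 2706 coding genes with 20 to 49 counts in sum and 6.52 for the 42 coding genes with at least 500. This measure rises with the count even at a constant coefficient of variation. The rise therefore does not show a larger spread in abundant genes.

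The exact binomial test found 225 of the 5436 genes to differ between the libraries at a Benjamini-Hochberg adjusted p under 0.05, with 217 higher and 8 lower in replicate 2. At an unadjusted p under 0.05 the number was 522. With the scaling set by library totals instead of TMM the count was 199, of which 176 were higher and 23 lower; that scaling lowers the median log2 ratio of all tested genes by 0.20, from 0.0041 to -0.20. Allowing a biological coefficient of variation of 0.2 left 131 genes, with 130 higher and 1 lower, all 131 among the 225. Of the 262 short non-coding genes 165 differed, all 165 of them higher in replicate 2. These 165 genes had 142 distinct pairs of counts. Gene copies that share fragments can give equal pairs, as can ties between unrelated genes, and these were not separated. Of the 53 long non-coding genes 13 differed, all higher. Of the 721 pseudogenes 5 differed. Of the 4392 protein-coding genes 42 differed, or 0.956%, with 36 higher and 6 lower in replicate 2. Normalised and adjusted on the coding genes alone, 22 of these differed, all 22 higher. The log2 ratios of Arf3 (from -1.05 to -1.04) and mt-Co1 (from 0.35 to 0.37) moved little with this. Their adjusted exact binomial p rose from 0.0236 to 0.137 and from 0.0286 to 0.0959, because the adjustment no longer covered the non-coding genes. The threshold over all genes therefore does not fix the share of false calls among coding genes. At this depth the test called 51.6% of genes with a simulated 3-fold change, with rises and falls pooled. A smaller change in a single gene was often not detectable. Near the count filter a fall was harder to call than a rise, because replicate 2 is the smaller library. For example, chosen after their values were seen, Adnp2 and Agpat1 had 20 and 0 counts and were not called (adjusted exact binomial p = 0.144). The gene 2900076A07Rik, with 8 and 15 counts, was called higher (adjusted exact binomial p = 0.00084). The splits into higher and lower calls can therefore partly reflect this imbalance.

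By mean CPM over the libraries, the most abundant genes were mt-Rnr2 (ENSMUSG00000064339) and mt-Rnr1 (ENSMUSG00000064337), the large and small mitochondrial ribosomal RNAs, followed by Tuba1a, Tubb2b and Tubb2a. mt-Rnr2 had 635 counts in replicate 1 and 2761 in replicate 2, a log2 ratio of 3.84 with a counting SE of 0.063, and its mean over the libraries, 13188 CPM ± 16217 (SD, n = 2), describes neither of them. The order rests on replicate 2: in replicate 1, mt-Rnr2 stood at 1721 CPM and mt-Rnr1 at 1285 CPM, below Tuba1a at 5252 CPM. mt-Rnr1 had 474 and 1577 counts and a log2 ratio of 3.45 (SE 0.076). The tubulins agreed more closely. Tuba1a (ENSMUSG00000072235), with a coding sequence of 1356 nucleotides in a transcript of 1647, stood at 5863 CPM ± 864 (SD, n = 2). Its log2 ratio of 0.30 (SE 0.063) had an adjusted exact binomial p of 9.77e-05 under TMM. That call was lost with library totals, as were those of Tubb2a and Tubb3. With the preset coefficient of variation of 0.2 the calls of Tuba1a, Tubb2b, Tubb2a and Tubb3 were all lost. Tubb2b stood at 5764 CPM ± 1207 (SD, n = 2) with a log2 ratio of 0.43 and Tubb2a at 5304 CPM ± 1024 (SD, n = 2) with a log2 ratio of 0.40. Values of single tubulin genes are uncertain because fragments of near-identical paralogs were counted for each.

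Among genes with at least 100 counts in sum, the highest ratios past the threshold belonged to Gm20594, mt-Rnr2 and Rn7s2. Gm20594 (ENSMUSG00000096887), annotated as protein coding with a coding sequence of 114 nucleotides, had 18 and 99 counts and a log2 ratio of 4.15 (SE 0.370, adjusted exact binomial p = 1.17e-41). Rn7s2 (ENSMUSG00000099250), of the misc_RNA class, had 55 and 187 counts and a log2 ratio of 3.48 (SE 0.221, adjusted exact binomial p = 5.20e-67). The lowest ratios were smaller in size. Arf3 (ENSMUSG00000051853) had 144 and 21 counts and a log2 ratio of -1.05 (SE 0.337, adjusted exact binomial p = 0.0236). Gnao1 had a log2 ratio of -0.79 (SE 0.254) and Ptgds one of -0.78 (SE 0.247), with adjusted exact binomial p of 0.0286 and 0.0285. The calls of Arf3, Gnao1 and Ptgds were lost with the preset coefficient of variation of 0.2 and among coding genes alone, and that of Ptgds also on the isoform with the longest coding sequence. The calls of Gm20594, mt-Rnr2 and Rn7s2 held with the preset coefficient of variation.

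Gene lists set beforehand gave the share of counts held by markers of cell types and by translation classes in each library. Cytosolic ribosomal protein genes held 1.07% ± 0.123 of counts (SD, n = 2), and the 13 messenger RNAs encoded in mitochondria 0.610% ± 0.080 (SD, n = 2). The ribosomal protein share was 1.15% in replicate 1 (95% Wilson interval 1.12 to 1.19) and 0.979% in replicate 2 (0.925 to 1.04). The mitochondrial share was 0.554% (0.530 to 0.579) and 0.667% (0.622 to 0.714). The intervals of these lists did not overlap between the libraries, while those of the other preset lists did. These shares are of all gene counts, of which protein-coding genes held 81.4% in replicate 1 and 73.1% in replicate 2. The lower ribosomal protein share in replicate 2 can therefore come from its larger share of non-coding RNA. By gene, the median log2 ratio of that list lay within the range of random lists (percentile 24.4). Neuronal markers held 0.874% ± 0.016, astrocyte and radial glia markers 0.373% ± 0.017, and oligodendrocyte lineage markers 0.086% ± 0.0030 (each SD, n = 2). The cerebellar granule lineage list held 0.078% ± 0.0025, haemoglobin and erythroid genes 0.398% ± 0.017, microglial markers 0.030% ± 0.0014, endothelial markers 0.033% ± 0.0053 and proliferation markers 0.029% ± 6.64e-06 (each SD, n = 2, with 100 and 35 counts for the last). The ribosomal protein, haemoglobin and cell-type shares are uncertain where members share fragments with pseudogenes or paralogs. Immediate early genes had 47 counts in replicate 1 and 7 in replicate 2, or 0.0137% (95% Wilson interval 0.010 to 0.018) and 0.0058% (0.0028 to 0.012), with overlapping intervals. The sex-linked list had 24 and 10 counts.

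Among the most abundant members of the lists, Rpl4, Hba-a2, Apoe, Olig1, Cldn5, Pcna and Reln did not pass the adjusted threshold of the exact binomial test, while Tubb3 (log2 ratio 0.33, SE 0.084) and mt-Co1 (log2 ratio 0.35, SE 0.107) were past it under TMM but not with library totals or the preset coefficient of variation, and mt-Co1 not among coding genes alone. Apoe stood at 1006 CPM ± 33.6 (SD, n = 2), Hba-a2 at 1026 CPM ± 64.0, Rpl4 at 445 CPM ± 39.6 and Reln at 287 CPM ± 39.2 (each SD, n = 2). Egr1, the highest of the immediate early genes, had 11 and 3 counts.

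Against 10000 random lists matched on abundance, 1 of the 6 lists with at least 5 genes past the filter lay outside the central 95%, where chance places 5% of lists. The 13 mitochondrially encoded messenger RNAs had a median log2 ratio of 0.41 against 0.066 for the random lists, at percentile 99.6, and 13 of the 13 lay above the random median. Of these 13 genes, 3 were called over all genes tested and 5 adjusted over the list alone, each higher in replicate 2. Over the 134 tested members of all lists together, 5 were called either way. The ribosomal protein list had a median log2 ratio of -0.073 (percentile 24.4), the neuronal list 0.030 (percentile 24.9) and the astrocyte and radial glia list 0.062 (percentile 52.7). The oligodendrocyte list had a median of 0.24 (percentile 89.4), which passed the central range on the isoforms with the longest coding sequence (percentile 98.1). The cerebellar granule list, with 5 genes, had a median of 0.49 (percentile 96.3), which passed it among coding genes alone (percentile 98.2).

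**Figure D3:**
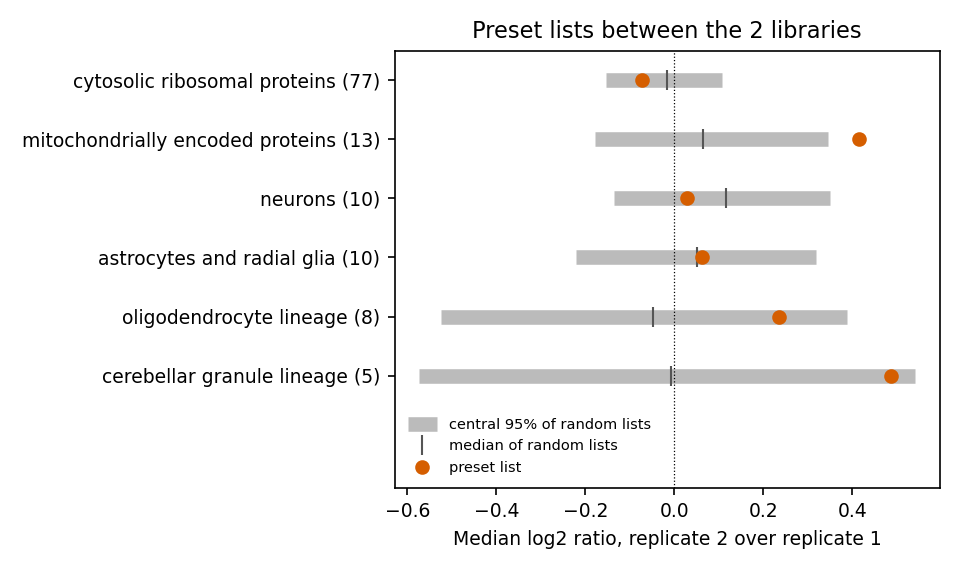
Median log2 ratio (replicate 2 over replicate 1, x axis) of each preset list with the number of its genes past the filter in brackets (points), beside the central 95% (bars) and the median (ticks) of 10000 random lists matched on abundance. The mitochondrially encoded list, at 0.41, lies outside its bar, and the other 5 lie inside theirs.

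The mice carry a single functional copy of the mouse Smn gene. Smn1 (ENSMUSG00000021645), with a coding sequence of 867 nucleotides in a transcript of 1222, had 5 counts in replicate 1 and 2 in replicate 2, too few to compare. Among sex-linked transcripts, Xist had 0 counts in replicate 1, which allows a share of up to 0.00087%, and 1 in replicate 2. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d had 11, 11, 0 and 2 counts in replicate 1 and 1, 2, 3 and 3 counts in replicate 2, respectively. These counts do not settle the sex of either animal, because they are few and may include fragments shared with paralogs.

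The log2 ratio between the libraries had a Spearman rho of -0.0517 with transcript length across the 5436 genes (95% interval over genes -0.0812 to -0.0237). Among the 4392 protein-coding genes rho was 0.037 with transcript length (0.0080 to 0.067) and 0.032 with coding length (0.0018 to 0.061), the opposite sign.

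Isoform pairs with equal coding length gave the footprint density outside the coding sequence. Over 141 pairs of isoforms, 1 per gene, the density in untranslated regions was 16.2% of the coding density in replicate 1 (95% interval over genes 5.50 to 32.2) and 19.7% in replicate 2 (3.98 to 39.9), or 17.9% ± 2.46 (SD, n = 2). For the 118 pairs that differed in the 5' untranslated region it was 19.1% (5.45 to 34.7) and 28.4% (2.32 to 60.5). For the 23 pairs that differed in the 3' untranslated region it was 12.8% (-1.11 to 44.7) and 10.1% (-4.00 to 33.4). The replicates were not distinguishable in any of these densities.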

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

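Summing isoforms, taking the isoform with the longest coding sequence and using protein-coding genes alone were alternatives chosen after the data were seen, as was the use of the preset coefficient of variation for single named genes. No paired analysis was possible because there was 1 group. The planned distribution of footprints over transcript regions was not run, since the table has no counts per region. Leaving mitochondrial messenger RNAs out gave no value for their own list.

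The Pearson correlation of 0.753 became 0.729 with a pseudocount of 0.1, 0.677 without the count filter, 0.775 with isoforms summed and 0.832 for protein-coding genes alone. The Spearman rho of 0.703 became 0.756 without the filter, 0.638 with a mean of at least 50 counts, 0.762 with isoforms summed and 0.787 for coding genes alone. The number of genes past the filter went from 5436 to 14467 with at least 1 count in each library, to 764 with a mean of at least 50, to 8366 with isoforms summed, and from 2752 to 7732 across the fits that each left out one replicate. The biological coefficient of variation of 0.276 became 0.303 with a mean of at least 50 counts, 0.245 as the median trended dispersion, 0.294 with isoforms summed and 0.114 for coding genes alone; the last leaves out the non-coding genes by construction. Where no cause is given for a change here or below, the cause was not tested.

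The 225 differing genes (217 higher and 8 lower in replicate 2) became 75 (69 higher) with a mean of at least 50 counts, which leaves 764 genes to test, and 72 of the 75 were among the 225. They became 131 (130 higher, 1 lower) with a preset coefficient of variation of 0.2, 148 (144 and 4) with replicate 1 thinned, and 22 (22 and 0) for coding genes alone. Summing isoforms gave 605 genes (383 higher, 222 lower), 223 of them among the 225; a sum counts the same fragment several times, so the binomial test then takes repeated fragments for independent ones. The split of higher against lower calls moved from 96.4% higher to 63.3%. Library totals moved the lower calls from 8 to 23, since they lower every ratio by about 0.20, and the isoforms with the longest coding sequence moved them to 5. Without the count filter 270 genes were called, of which 176 were among the 225; on simulated libraries TMM without a filter missed the true ratio of the library sizes by a factor of 1.09, against 0.995 with it.

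The ribosomal protein list, at -0.06 relative to the random lists, reversed to 0.099 with a mean of at least 50 counts and to 0.040 with isoforms summed. The astrocyte list, at 0.010, reversed to -0.18 with a mean of at least 50. None of these values lay outside the central 95%, and the cause was not tested. The oligodendrocyte list passed that range at 0.46 both with isoforms summed (0.459) and on the longest coding isoform (0.460), as did the cerebellar list at 0.50 among coding genes alone; the cause was not tested. The mitochondrially encoded list stayed outside the range with the other count filters, the other pseudocount, the other gene-level rules and coding genes alone; another scaling shifts a list and its random lists together and so cannot move it. The rho of -0.05 with transcript length became -0.017 without the filter and -0.20 with a mean of at least 50, and reversed to 0.037 for coding genes alone, which leaves out the short non-coding genes by construction.

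Summing isoforms moved the log2 ratio of the shares to 2.22 for short non-coding RNAs, -0.13 for pseudogenes and -0.092 for protein-coding genes. The direction of the 4 class ratios was the same with isoforms summed and on the longest coding isoform, and the relative density over all untranslated regions was 17.3% with a length difference of at least 50 nucleotides and 16.9% with at least 300. Among single genes, 17 values fell short of the threshold that they had passed, most of them with the preset coefficient of variation of 0.2 or among coding genes alone, and library totals reversed 3 ratios that were not past the threshold: Rpl4 to -0.025, Hba-a2 to -0.079 and Olig1 to -0.10. Of the list shares, 19 values moved by more than the SD of the 2 replicates, most with isoforms summed. Among them, summing isoforms lowered the mean share of the mitochondrially encoded list from 0.610% to 0.309%. It raised that of the astrocyte and radial glia list from 0.373% to 0.647% and that of the ribosomal protein list from 1.07% to 1.51%. The depth of replicate 2 limits single genes: 2752 genes reached 10 counts in it.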

Other observations

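The tests of thinning, of the most abundant genes and of untranslated regions below were set before their results were seen; the others were chosen afterwards.

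The replicates differed in the share of counts on RNA that is not translated. Non-coding genes, short and long together and without pseudogenes, held 4.39% of counts in replicate 1 and 15.4% in replicate 2, a log2 ratio of 1.81. Lower depth, taken as random sampling of fewer reads, keeps shares by construction. Replicate 1 thinned to the total of replicate 2 had a share of 4.29% (95% Wilson interval 4.17 to 4.404), against 15.4% in replicate 2. Over all gene classes, 148 genes still differed with replicate 1 thinned, 144 higher and 4 lower in replicate 2. These values argue against random sampling at lower depth as the cause. Other effects that may go with a smaller library were not tested. A few abundant genes do not account for the difference: without the 10 most abundant non-coding genes, which held 22.1% of these counts, the log2 ratio of the shares was 1.55 (95% interval 1.51 to 1.58). Repeated counting of near-identical gene copies is not the whole cause, because the 2 mitochondrial ribosomal RNAs, each a single gene in the table, had a log2 ratio of 3.48 (3.39 to 3.58). A larger mitochondrial content of the second brain or lysate would raise mitochondrial messenger RNAs alike, and these had a log2 ratio of 0.27 (0.148 to 0.387). Long non-coding genes as a group rose less than short ones. Among genes past the filter their median log2 ratio was 0.23 (95% interval over genes 0.055 to 0.966) against 1.91 (1.84 to 1.99), and over all genes with a count the log2 ratio of the shares was 0.66 (0.580 to 0.736) against 2.04 (2.01 to 2.08). The group was mixed: processed transcripts had a log2 ratio of -0.14, while lincRNA, antisense, TEC and sense intronic RNAs together had one of 1.03 (0.937 to 1.13) and small nucleolar RNAs one of 1.12 (1.02 to 1.21). These 2 values are near each other by share; by gene, the median log2 ratio of the 81 small nucleolar RNA genes past the filter was 1.68, above the 0.23 of long non-coding genes, and it was not computed for the 4 classes alone. Whether they share a cause stays open, because the 4 classes were picked for their rise.

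Replicate 2 holds a larger share of counts on RNAs that are not translated, such as small nuclear RNAs (1.88% against 5.68%) and small nucleolar RNAs (0.613% against 1.33%). What stays open is whether the excess extends to messenger RNA fragments that were not on translating ribosomes. If the excess fragments came from all cytoplasmic RNA, the untranslated regions of messenger RNAs would be denser in replicate 2 as well. Their relative density had a log2 ratio of 0.28 between the replicates, with an interval from -1.32 to 1.60, too wide to decide. A candidate explanation is that short structured RNAs or their protein complexes were carried over more in one pull-down, wash or size selection, or were depleted less; this was not tested. The labels give no batch, and with 1 library per animal a preparation difference and a difference between the animals are confounded. Apart from mitochondrial content no biological explanation was tested, since the design has 1 group.

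Some protein-coding genes that rose in replicate 2 may owe the rise to non-coding RNA counted under their names. Of the 36 coding genes higher in replicate 2, 17 had a log2 ratio over 1. The counts of 5 of the 36 rested on an isoform without a coding annotation, against 162 of the other 4356 coding genes (2-sided Fisher's exact p = 0.0109), and 29 of the 36 were also called on the isoform with the longest coding sequence. Gm20594 and Lars2, the latter chosen after its values were seen, had 32 counts in replicate 1 and 164 in replicate 2, a count ratio of 5.13. The ratio was 4.35 for mt-Rnr2 and 0.315 for all coding genes, and the split of their counts did not differ from that of mt-Rnr2 (2-sided Fisher's exact p = 0.450). Shared sequence with mt-Rnr2 is a candidate explanation, but these genes were picked for their rise and no sequence was compared. Likewise 4 of the 5 long non-coding genes whose symbols mark them as hosts of short RNAs differed, against 9 of the other 48; whether the fragments map to the hosted RNAs was not tested.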
